# An improved nuclei isolation protocol from leaf tissue for single-cell transcriptomics

**DOI:** 10.1371/journal.pone.0302118

**Published:** 2025-09-10

**Authors:** Gabriela Madrid, Gabriel Angelo Saraiva Raimundo, Fabian Andres Reyes, Edgard Augusto de Toledo Picoli, Marcio F. R. Resende Jr., Kelly M. Balmant

## Abstract

The study of plant biology has traditionally focused on investigations conducted at the tissue, organ, or whole plant level. However, single-cell transcriptomics has recently emerged as an important tool for plant biology, enabling researchers to uncover the expression profiles of individual cell types within a tissue. The application of this tool has revealed new insights into cell-to-cell gene expression heterogeneity and has opened new avenues for research in plant biology. A critical step in the successful application of single-cell and single-nuclei RNA-seq (scRNA-seq and snRNA-seq) is the isolation of individual cells or nuclei, respectively, from tissue to recover their transcriptional profile. A critical step during nuclei isolation for snRNA-seq studies is Fluorescent-Activated Cell Sorting (FACS). During this step, nuclei stained with DAPI (4′,6-diamidino-2-phenylindole) can be sorted and separated from cell debris and organelles. Leaf tissue presents a unique challenge due to its high content of chloroplasts, which can interfere with obtaining high-quality results. Because DAPI can also bind to the plastid genome, these organelles will be sorted as nuclei. Thus, in tissues with a high content of chloroplasts, we have a high contamination of these organelles and an overestimation of the number of nuclei. In this study, we introduce a straightforward alternative method for isolating nuclei from *Zea mays* leaves with reduced chloroplast contamination. By effectively removing chloroplasts during the FACS step of our protocol, using the autofluorescence from the chloroplasts, we achieved improved alignment of reads to the genome and transcriptome. Our enhanced protocol offers a valuable solution for applying snRNA-seq in tissues with a high content of chloroplasts.

## Introduction

Single-cell RNA sequencing (scRNA-seq) has emerged as a valuable tool in plant biology, enabling a detailed exploration of gene expression at the cellular level. From unraveling intricate signaling pathways and developmental trajectories to elucidating the molecular dynamics of stress responses, scRNA-seq offers several research opportunities [1–5]. Furthermore, this technology has the power to identify previously undiscovered cell types [6], decipher cell type-specific gene regulatory networks [7], and gain a deeper understanding of the mechanisms driving cell differentiation [8]. In the years to come, as scRNA-seq is further integrated into plant biology research, we anticipate it will enhance our comprehension of cellular diversity, plant development, and environmental responses.

The success of scRNA-seq is dependent on the acquisition of high-quality cells. The quality of data obtained during scRNA-seq procedures significantly impacts the reliability and robustness of subsequent analyses. Attention must be directed toward several critical aspects to extract meaningful insights from these datasets. First, the choice of tissue processing and cell isolation methods is crucial. The quality of the biological material and the preservation of the cells significantly influence the outcomes of scRNA-seq. The handling of plant tissues, from dissociation to library preparation, must minimize bias and maintain the integrity of cellular RNA [9]. Moreover, the selection of appropriate equipment and protocols for the sequencing process itself is vital. Factors such as read depth, library complexity, and sequencing quality directly affect the information extracted from the dataset [10].

A dataset containing suboptimal quality data, represented by the high presence of “low quality” cells, can impact the total number of cells obtained. This can yield inaccurate biological interpretations, potentially leading to the mischaracterization of cell types, gene expression profiles, and cellular functions [11]. This is exacerbated by a reduction in statistical power [12], hindering the detection of subtle gene expression variations or the identification of rare cell types.

In plants, an approach aiming to facilitate tissue dissociation and reduce the stress response is using nuclei over protoplasts for the cell isolation step to perform single-nuclei RNA-seq (snRNA-seq). The nuclei isolation protocols currently in use [9,13] are adapted versions of the protocols historically used for estimating genome size, cell cycle analysis, and ploidy level by flow cytometry [14]. For single-cell transcriptomics, the protocols have been simplified to reduce the use of reagents that can interfere with the library preparation step and to reduce the time to process samples. Briefly, the tissue of interest is first homogenized in the isolation buffer. After, this crude extract is filtered to remove intact cells and large debris and then centrifuged at low speeds to pellet the nuclei and further remove cell debris and contaminants, followed by a step to enrich nuclei with Fluorescent Activated Cell Sorting (FACS). A major challenge of nuclei isolation is to minimize the leaking of nuclear content due to damage to the weakened nuclear membrane. This leads to loss of nuclear integrity and, more importantly, loss and leakage of transcripts [13]. Another challenge of nuclei purification is the complete removal of the cytoplasm and correct separation from other organelles without damaging the nuclear membrane [15].

Both nuclei leakage and incomplete removal of cytoplasm and organelles can have negative effects as they contribute to the presence of ambient RNA, which is extraneous RNA molecules present in the cellular environment, distinct from the mRNA content of the individual cell being profiled and can introduce unwanted noise and technical variability into snRNA-seq data [16]. For droplet-based methods, where the individual cells or nuclei are captured in microfluidic droplets containing the reagents for library preparation [17], it is assumed that each droplet contains only RNA from an intact single cell or nucleus. The presence of ambient RNA deviates from this assumption as it can be present in both empty droplets and in droplets containing a cell. These cell-free RNAs will be mistakenly included as part of an intact cell’s RNA, confounding the identity of the original cell. This may lead to erroneous merging of two distinct cell populations during downstream analyses [11].

Leaf tissues present a different level of difficulty in purifying intact nuclei due to the high presence of chloroplasts in their cells. Leaf cells can contain hundreds of chloroplasts with copies of the plastid genome (cpDNA) in the 10,000 range [18]. Chloroplasts have been shown to be hard to purify away from nuclei, and attempts to remove them by using stringent detergents usually result in damaging the nuclear membrane [15,19]. Notably, contamination with cpDNA during DNA isolation for genome sequencing has been shown to diminish sequencing coverage of the nuclear genome, with a portion of lost reads aligning to the cpDNA [18,20,21]. Recent findings emphasize that, despite the chloroplast genome’s limited gene content, transcripts originating from chloroplasts constitute most of the mRNA pool in leaf cells [22], accentuating a distinct chloroplast-nuclear asymmetry in RNA expression. This asymmetry introduces potential challenges for RNA-seq outcomes. The entire plastome is transcribed in photosynthetic tissue, and the plastid transcriptome can be effectively isolated from total transcriptomes obtained from RNA-seq with considerable read depth [23]. This is possible because the precursor transcripts from the chloroplasts are also polyadenylated [24], similar to nuclear mRNA, although for plastid transcripts, this mechanism is part of the RNA degradation pathway [25]. This would allow for the amplification of plastid transcripts along with nuclear genes during library preparation.

The presence of chloroplast transcripts poses a concern during library preparation for snRNA-seq, diminishing sequencing coverage and contributing to the pool of cell barcodes with “low quality” data. To address this issue, we present an enhanced protocol for nuclei isolation utilizing a FACS strategy for chloroplast removal prior to library preparation. With this approach, we could minimize chloroplast contamination, obtaining intact and pure nuclei from maize leaves without the need for stringent detergents that damage the nuclei, a common approach. In addition, our proposed method does not increase costs or processing time, which are both critical factors for selecting the sample preparation process for snRNA-seq. Using this protocol, we enhanced the genome and transcriptome alignment rates to levels concordant with high-quality snRNA-seq libraries and detected a higher number of genes.

Moreover, we improved the overall quality of the cells that passed through our first quality control step. Our approach generated no bias in cell clustering and cell identification. These results suggest that our protocol has the potential to enhance single-nuclei RNA sequencing experiments in leaves.

## Materials and methods

### Sample collection

The inbred B73 maize (*Zea mays L.*) was used for this study. Seeds were planted in potting mix (peat moss, perlite, vermiculite mix) and grown in a greenhouse at 24 °C and ambient humidity under natural light at the University of Florida, Gainesville, Florida, in the Fall of 2021. Plants were grown until the V5 stage, when samples were collected from the 4th fully extended leaf and immediately used for nuclei isolation. The midsection of the leaf was dissected and separated into sections of about 1 cm x 1 cm. One leaf from three plants was pooled for nuclei isolation.

### Histological sections

Leaf sections from V5 leaves from maize plants were collected and fixed in FAA50 (formalin, acetic acid, ethanol 50%; 5: 5: 90 v/v) for 24 h and subsequently rinsed and stored in ethyl alcohol 50%. The samples were dehydrated in ethylic series and included in glycol methacrylate (Technovit 7100, Kulzer). The leaves were sectioned transversely (8 μm thick) in a manual rotary microtome (RM 2235, Leica). The sections were stained with Toluidine Blue pH 4.0 for 1 min and mounted with synthetic resin (Permount, Fisher). All the histological analysis and photographic documentation were performed with an Olympus BX51 microscope equipped with a U-Photo system.

### Nuclei suspension preparation

To obtain nuclei from the leaf tissue collected, we used a previously successful protocol by Conde et al. (2021) [13]. Briefly, the tissue was homogenized with a razor blade using the Nuclei Isolation Buffer to release the nuclei. Then, the nuclei were separated from cellular debris by sequential filtering and centrifugation steps. The nuclei were then stained with 4’,6-diamidino-2-phenylindole (DAPI). All steps were performed on ice inside a cold room.

### Nuclei purification by fluorescent-activated cell sorting

After isolation, we used a FACS strategy for clean-up and enrichment of the nuclei using a BD FACSAriaTM IIU/III upgraded cell sorter at the Interdisciplinary Center for Biotechnology Research at the University of Florida (Gainesville, FL, USA. RRID:SCR_019119). We used a double-filter strategy to negatively select autofluorescent chloroplast and positively select DAPI-stained nuclei (Fig 1). The Peridinin-Chlorophyll-Protein (PerCP) filter, excited by the 488 nm blue laser and captured with a 670/30 nm bandpass filter, was used to remove the events that emitted in this range. After this, the DAPI-positive population was selected according to emission in the 450/50 nm bandpass filter and then based on size and granularity using the forward versus side scatter (FSC vs SSC) plot. Finally, the selected population corresponding to nuclei was sorted, aiming for 40,000 nuclei for library preparation. We also used a single filter strategy as described previously [8] to only positively select DAPI-stained nuclei. This sample was used as a control to test the efficacy of our method. The presence of chloroplasts and nuclei quality was assessed using a Zeiss LSM 800 confocal microscope at the Interdisciplinary Center for Biotechnology Research at the University of Florida (Gainesville, FL, USA. RRID:SCR_019146).

**Fig 1:**
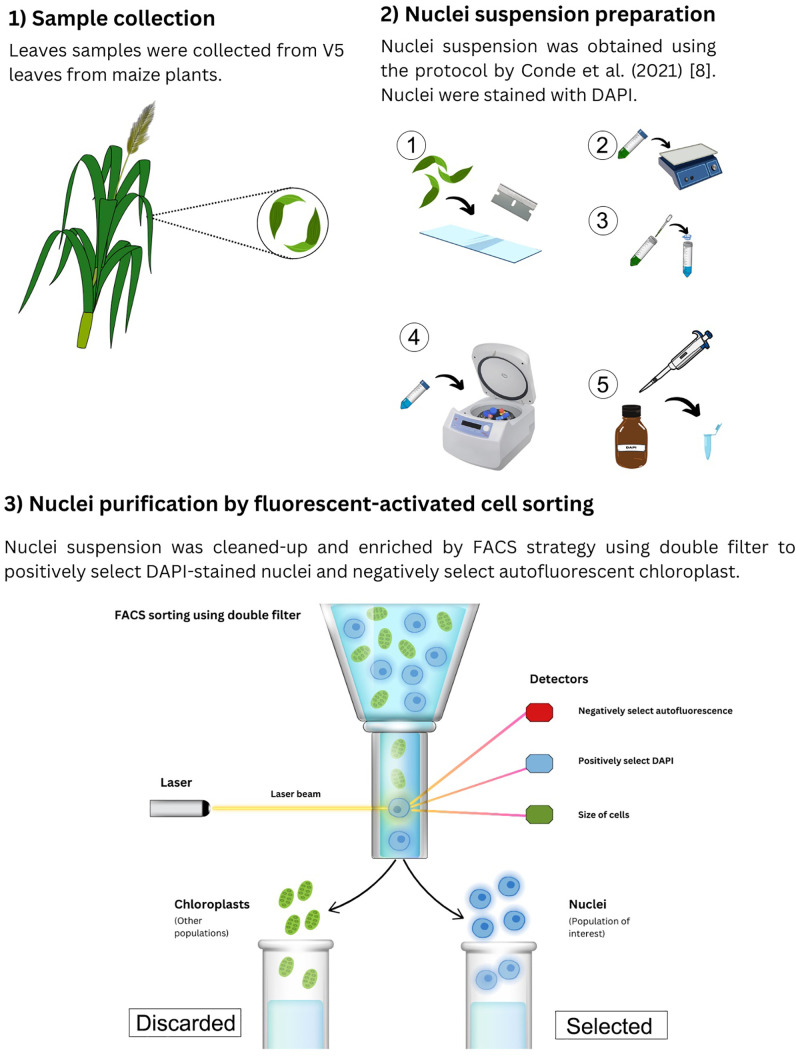
Nuclei isolation workflow using the FACS double-filter strategy. Workflow diagram showing the nuclei isolation from maize leaves for snRNA-seq library.

### snRNA-seq library preparation and sequencing

We followed the Single Cell v3.1 Dual Index Gene Expression protocol from 10x Genomics. A total of 20,000 sorted nuclei were used for cDNA synthesis and sample amplification following the manufacturer’s instructions. Sequencing was performed at the Interdisciplinary Center for Biotechnology Research at the University of Florida (Gainesville, FL, USA. RRID:SCR_019145) using an Illumina NovaSeq6000. The sequencing was performed using a standard program as follows: 28 bp (Cell barcode and UMI) for read 1, 90 bp (cDNA) for read 2, 10 bp for I7 Index, and 10 bp for I5 Index. We sequenced a total of 288,909,642 reads for the library prepared with the FACS double-filter strategy and 154,036,205 reads for the library prepared with the FACS single-filter strategy. The sequencing quality control metrics for each library were the following: Library prepared with double-filter strategy (Sequencing saturation: 87%; Q30 Bases in barcode: 93.4%; Q30 Bases in RNA Read: 89%; Q30 in UMI: 91.6%) and Library prepared with single-filter strategy (Sequencing saturation: 86.1%; Q30 Bases in barcode: 92.9%; Q30 Bases in RNA Read: 84.8%; Q30 in UMI: 91.4%).

### Computational workflow for scRNA-seq data analysis

The reference *Zea mays* genome (B73 RefGen_v5) does not include the sequences for mitochondria and chloroplast-encoded genes. For our analysis, we downloaded the mitochondria and chloroplast reference genomes and annotation files from Ensembl (ftp://ftp.ensemblgenomes.org/pub/plants/release-42) and concatenated both to the B73v5 genome. We used the CellRanger pipeline (v7, 10X Genomics) to first build a reference using the “cellranger mkref” and the “cellranger count” function to generate a raw count matrix. This gene expression matrix was used for filtering, cell clustering, and cell type identification analysis using the Seurat R package (v4.1.1) pipeline [26]. We normalized the total number of reads of the two libraries. We randomly selected the same number of reads in the current library as in the one being compared using the seqtk processing tool. With these normalized reads, we built the count matrix as mentioned above.

Only nuclei with the number of UMI ≥ 500, the number of genes per nucleus ≥ 250, < 5,000, and a plastid percentage ≤ of 0.5% were considered for downstream analysis. Integration and clustering of the two snRNA-seq datasets were carried out at a resolution of 0.5. Uniform Manifold Approximation and Projection (UMAP) was used to reduce the complexity and visualize the data in two dimensions. Thirty components were consistently selected for dimensionality reduction across all samples.

Cell-type identification was performed by examining the expression pattern of known cell-type-specific markers from the literature (S1 Table and S2 Fig).

### Generation of quality metrics

In addition to the standard quality assessment for scRNA-seq, which includes transcripts per nucleus and genes detected per nucleus, we determined the proportion of transcripts from chloroplast-encoded genes. This metric is used to identify if there is a large amount of chloroplast contamination. For this, we used the “PercentageFeatureSet” function from Seurat (v4.1.1) [26] with the “Zmcp” pattern that identifies genes corresponding to the chloroplast. This function calculates the column sum of the matrix present in the count’s slot for features containing the provided pattern, divided by the column sum for all features times 100. Cells with a chloroplast percentage higher than 0.5% were removed for further analysis.

### Nuclei and chloroplasts counting

Mid-sections of the V5 stage of B73 leaves were used to isolate nuclei as described above. Half of the sample was sorted using the double filter strategy (positively select DAPI-stained nuclei and negatively select chloroplasts by autofluorescence), and half of the sample was sorted using a single filter (only positively select DAPI-stained nuclei) as a control. After sorting, 10 μL of the sorted events from each sample were loaded into a DHC-N01-2 Neubauer Improved. Images were taken with a microscope Olympus BX51 microscope with a 10X objective. The first, second, third, fourth, and central quadrants were photographed with a bright field and filters for DAPI and GFP. The exposure times for all image filters were 0.536ms, 650ms, and 650ms, respectively, for bright field, DAPI, and GFP, respectively. The GFP filter was deployed as a way to count chloroplasts since its autofluorescence emits red light for these conditions. The average of events corresponding to nuclei and chloroplasts of each quadrant was used to calculate the number of events per milliliter using the following formula:

$$\frac{Events}{mL}=Average\;event\;counts\;per\;sqaure\;x\;dilution\;factor\;x\;10^{4}$$ (1)

### Quantitative real-time PCR

Nuclei samples were obtained as described above and were frozen after sorting. Total RNA was extracted from the frozen aliquots with the RNeasy® minikit 74104. A total of 12 ng of total RNA was used for cDNA synthesis, and RT-qPCR was performed using the Luna® universal One-step RT-qPCR (E3005). We selected two target genes that are specific to the chloroplast genome (*psbA* and *atpA*) [27] and two nuclear genes (*EIF1α* and *Ubq7*) that were used as reference genes. Gene expression levels were assessed in three independent biological replicates. The relative expression of each sample was determined after normalization to *EIF1α* and *Ubq7* using the 2^–∆∆Ct^ method. Means of different groups were compared and analyzed using a Mann-Whitney test. Differences were reported as statistically significant when *P*-value < 0.05. Sequences of gene-specific primers used in the experiment are found in the S2 Table.

## Results

Protocols for nuclei isolation for single-cell transcriptomics must consider the intricacies of each tissue being studied to obtain high-quality nuclei and assure data quality. Here, we have developed an improved isolation protocol for leaf tissue and tested it in mature maize leaves. We incorporated a stringent FACS strategy that accounts for the high presence of plastids in these samples, which can affect data usability and introduce biases. Data collected during FACS allows for the extraction of pure and intact nuclei and smooth *in-silico* processing of snRNA-seq data.

The proposed FACS strategy leverages the autofluorescence from chlorophyll to detect the presence of plastids in the leaf samples. For this, the first step was to identify the particles that emit wavelengths in the red-fluorescence range using the PerCP-Cy5.5 filter. In a histogram plot of the number of events vs. PerCP-Cy5.5 relative fluorescence (Fig 2A), two overlapping populations can be observed with two distinctive peaks at around the 10^4^ value. The particles above the 10^4^ value correspond to events positive for chlorophyll fluorescence and were determined to be contaminating chloroplasts in the nuclei suspension. Out of 2.5 million initial events, approximately 1.4 million events were gated as a PerCP-negative population to continue with the FACS strategy (Fig 1A), and from this population of events, DAPI-stained particles were selected for further analysis (~ 15,000 events) (Fig 2B and 2C). The DAPI-positive events were gated for DNA content using a DAPI histogram. Nuclei from maize leaves are expected to show two peaks corresponding to 2n and 4n ploidy level nuclei (Fig 2D) [28]. Next, we estimate the size and granularity (particle’s internal structure) of the nuclei by using forward (FSC) and side scatter (SSC) dot plots, respectively. The nuclei population will have relatively similar size and granularity; therefore, we gated the highest-density nuclei population for further analysis (Fig 2E and 2F). This step also serves to remove doublets and further debris contamination. After this step, the number of DAPI-positive events decreases to ~5,000 events (Fig 2G) and corresponds to the final events to be sorted (Fig 2H). At this point, we obtain nuclei that contain considerably less cellular debris and plastid contamination and are, therefore, of greater quality for use in single-cell RNA sequencing.

**Fig 2:**
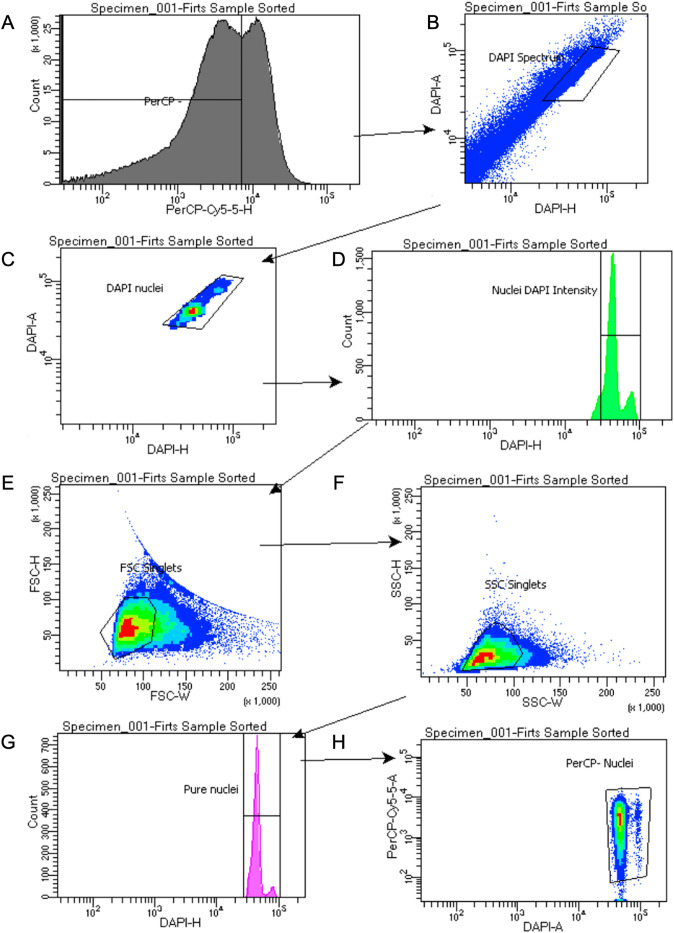
Fluorescent Activated Nuclei Sorting processing using nuclei suspension from maize leaves. (A) PerCP-negative events were selected by creating a gate in the PerCP histogram and selecting the particles below the 10^4^ value. (B)(C) DAPI area vs DAPI height was used to select DAPI-stained particles. (D) Histogram of the number of events positive for DAPI staining. (E)(F) Forward scatter and side scatter height vs area were used to select for singlet events. (G) Histogram showing the number of positive events for DAPI after doublet removal. (H) PerCP area vs. DAPI area showing pure nuclei events used for sorting. Colors in the dot plot indicate population density, with red the highest and blue the lowest.

Microscope observation was carried out to inspect the nuclei suspension stained with DAPI before and after FACS (Fig 3). We observed both the presence of nuclei and chloroplasts in the suspension before sorting (Fig 3A–3C), compared with after sorting (Fig 3D–3F), with a considerable number of chloroplasts found. We can corroborate the elevated presence of chloroplasts in the dot plot of PerCP-Cy5.5 vs. DAPI fluorescence (S3 Fig, black dots). The events positive for chlorophyll fluorescence are found in the upper left quadrant. After sorting, the population of DAPI-positive nuclei is enriched (S3 Fig, orange dots), and the population of PerCP-positive events is reduced, indicating that our strategy yields clean and intact nuclei.

**Fig 3:**
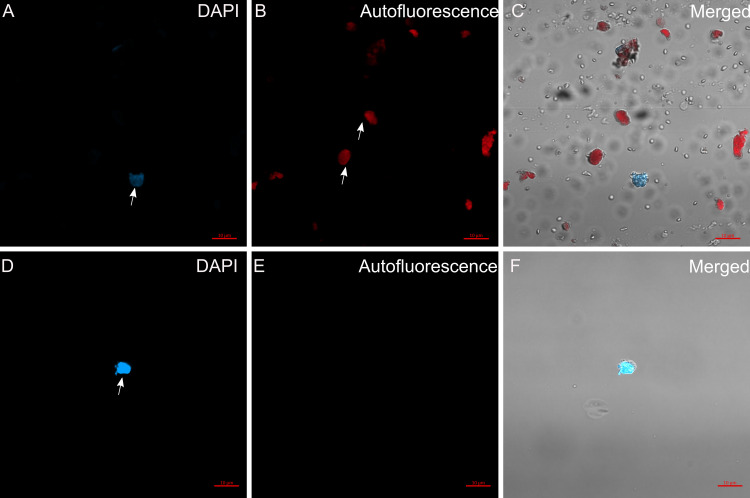
Assessment of nuclei suspension. Nuclei were examined under the microscope to determine nuclear integrity and the presence of chloroplasts. A-C) Pre-sorting confocal microscopy images of A) DAPI-stained nuclei, B) autofluorescent chloroplasts, and C) merged fluorescence and brightfield images. D-F) Post-sorting confocal microscopy images of D) DAPI-stained nuclei, E) Auto-fluorescent chloroplasts, and F) Merged fluorescence and brightfield images.

Our first aim for developing a protocol that decreases plastid contamination of nuclei suspensions for scRNA-seq was to improve the overall sequencing metrics. We had previously generated a snRNA-seq library using a previously published nuclei isolation protocol [13] that is based on a single filter strategy during the FACS step that only positively selects the DAPI-stained events. 

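Leaf nuclei of the maize inbred line B73 were compared after a sort that only selected DAPI-stained nuclei (single filter) and after a sort that first removed autofluorescent chloroplasts (double filter). Each library was made by droplet single-nucleus RNA-seq from leaf 4 of 3 pooled plants, with 40000 nuclei as the target of the sort and 20000 nuclei loaded. In this method each transcript carries a unique molecular identifier (UMI), so that the values are numbers of RNA molecules per gene and nucleus. There is 1 library per sort. The single-filter library was sequenced in 2 runs, which were counted as 1 sample, so that no difference between the sorts has a replicate check and no test across samples was made. All intervals given for these libraries are 95% intervals and cover counting error only. Those of UMI shares, levels and ratios take each UMI as an independent draw and are too narrow where UMIs gather in some nuclei. The authors aligned and counted the reads with Cell Ranger 7 on the B73 genome with the chloroplast and mitochondrial genomes added. The counts used here are of the barcodes that this program called as cells, 1879 with 11645798 UMIs in the double-filter library and 2540 with 4578203 UMIs in the single-filter library. The paper reports 288909642 and 154036205 reads, at a sequencing saturation of 87% and 86.1%. Its methods describe reducing the reads of the libraries to equal numbers, and whether the counts used here come from the reduced or from the full reads is not given in the sources used here. From these counts, UMIs and genes per nucleus were taken over all barcodes, and clusters and expression over the nuclei that pass the filters of the methods.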

We found 54% alignment to the reference genome (Table 1), which is lower than expected of at least 70% genome alignment [29,30]. This is a key indicator of high-quality libraries, and a low value for alignment indicates potential problems with RNA quality. Upon further exploration, by aligning the unmapped reads to the maize chloroplast genome, we determined that an important source of unmapped reads corresponded to chloroplast-encoded genes. A snRNA-seq second library was generated using the double filter strategy to positively select DAPI-stained nuclei and negatively select autofluorescent chloroplasts.

**Table 1:** Summary of sequencing metrics for libraries generated with and without chloroplast removal.

	FACS double filter strategy	FACS single filter strategy
Reads Mapped to Genome (%)	68	54.1
Reads Mapped Confidently to Genome (%)	63.9	50.1
Reads Mapped Confidently to Intergenic Regions (%)	11.1	9.8
Reads Mapped Confidently to Exonic Regions (%)	52.7	40.3
Reads Mapped Confidently to Transcriptome (%)	49.9	37.4

By decreasing the chloroplast contamination using this double filter strategy, we found 68% of the reads aligned to the genome (Table 1). The reads confidently mapped to the genome increased to almost 64% from 50%, indicating a positive and substantial change (Table 1). The percentage of reads aligned to the transcriptome also showed an almost 13-percentage-point increase compared to the previous method (Table 1).

A second aim was to improve library quality and specifically to reduce the number of low-quality potential nuclei in the library resulting from a high percentage of chloroplast-related transcripts. In general, using the improved strategy proposed here, we were able to improve the number of high-quality potential nuclei present in the library. 

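Nuclei of the double-filter library held more transcripts than nuclei of the single-filter library. The mean was 6198 UMIs per nucleus with the double filter and 1802 with the single filter, a ratio of 3.44. The medians were 5195 UMIs (from 509 to 27519) and 1409 UMIs (from 456 to 8869). The middle part of the nuclei, between the quartiles, lay from 3312 to 7991 UMIs with the double filter and from 845 to 2408 UMIs with the single filter. Chloroplast and mitochondrial genes hardly entered these means, which were 6191 and 1801 UMIs from nuclear genes alone. Over the nuclei that pass the filters of the methods, the means were 5643 and 1862 UMIs. The double-filter library was also sequenced more deeply, with 1.88 times as many reads by the paper's numbers, and it held 2.54 times as many UMIs in all.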

The library generated with our improved protocol showed an increase in the mean number of Unique Molecular Identifiers (nUMIs) per nucleus of 201.97% (mean of library with filter = 5,678.44 nUMIs per nucleus, mean of library without filter = 1,880.44 nUMIs per nucleus) (Fig 4A). 

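A nucleus of the double-filter library held UMIs of 2744 genes on average (median 2614), and a nucleus of the single-filter library of 1117 genes (median 968.5). The ratio of the means was 2.46. At least 5000 genes were found in 88 nuclei of the double-filter library and in 0 of the single-filter library. The number of genes found in a nucleus grows with its UMIs, so the nuclei were also compared at equal depth. With every nucleus thinned at random to 500 UMIs, the means were 416 genes with the double filter and 409.5 with the single filter, a ratio of 1.02, with 0 and 101 shallower nuclei left out. With 1000 UMIs, the means were 754 and 745 genes, a ratio of 1.01, with 50 and 834 nuclei left out.

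**Figure D1:**
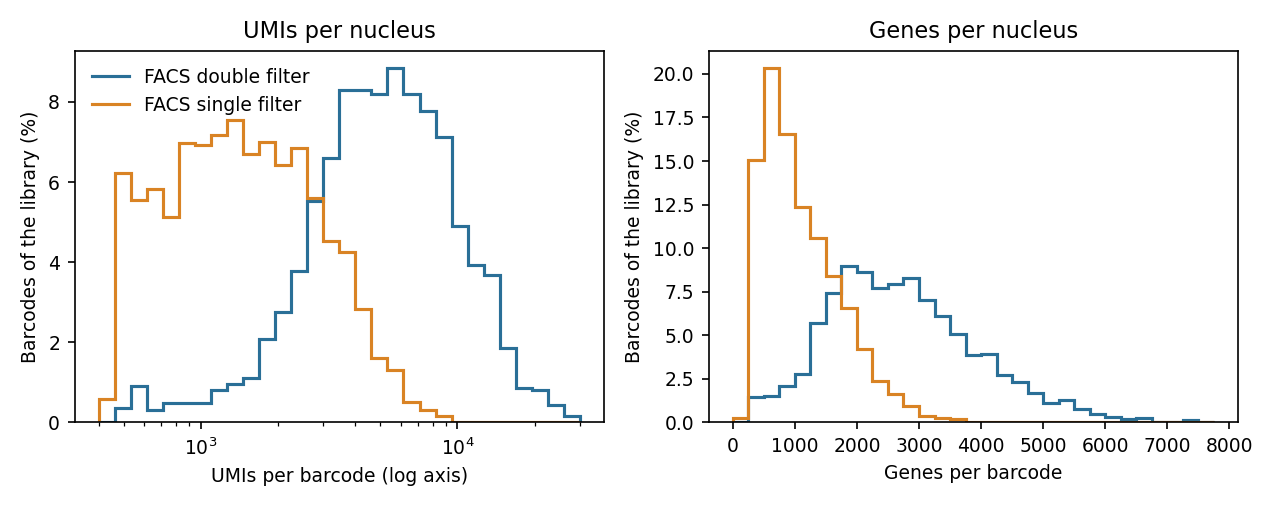
Distribution of UMIs per barcode (left, log axis) and of genes per barcode (right) as the percentage of the barcodes of each library in each bin, for the 1879 barcodes of the double-filter and the 2540 barcodes of the single-filter library. The double-filter nuclei lie further to the right in both plots, around their medians of 5195 UMIs and 2614 genes.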

We also observed an increase in the mean of the number of genes (nGenes) per nucleus in our improved method by 125.05% (mean of library with filter = 2,611.65 nGenes per nucleus, mean of library without filter = 1,160.5 nGenes per nucleus) (Fig 4B). Furthermore, we observed an improvement in the number of genes detected. We detected 16,886 genes in the sample prepared with our improved method using the double-filter strategy and 12,607 genes in the sample prepared with the single-filter strategy (S1 Fig). 

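At least 1 UMI was found for 26122 genes in the double-filter library and for 24346 genes in the single-filter library. Both libraries held 23282 of these genes. The 2840 genes found only with the double filter had a median of 2 UMIs, and the 1064 found only with the single filter a median of 1 UMI. Nuclear genes made up 26049 and 24291 of the genes, chloroplast genes 36 and 23, and mitochondrial genes 36 and 31. Genes with a UMI in at least 3 barcodes numbered 23071 and 21013, and genes with a UMI in at least 10 barcodes 20160 and 17423. When the UMIs of the double-filter library were thinned at random to the total of the single-filter library, 24369 genes were found in it, 23 more than with the single filter. With the barcodes also drawn to equal numbers, 23779 and 23656 genes were found.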

In terms of the presence of potential nuclei with a high percentage of chloroplast-encoded transcripts, the use of our method reduced the number of cell barcodes above the quality threshold, which is a chloroplast-gene percentage higher than 0.5% (Fig 4C). 

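UMIs of chloroplast genes were rare in the counts of both libraries and made up a larger part of the UMIs in the double-filter library. They were 4649 UMIs with the double filter, 0.0399% of all UMIs (exact Clopper-Pearson interval 0.0388% to 0.0411%), and 811 UMIs with the single filter, 0.0177% (0.0165% to 0.0190%). In the single-filter library, the paper traced an important part of the unmapped reads to chloroplast-encoded genes. Whether such reads are in these counts is not given, so these shares cover counted UMIs only. The ratio of these shares was 2.25 (conditional exact interval 2.09 to 2.43), and it was 1.81 when the percentages of single barcodes were averaged. All 10 chloroplast genes with the most UMIs had more UMIs per total UMIs with the double filter, and for 7 of them the interval of the ratio lay above 1. This count is no test, since these intervals take UMIs as independent, and the richest double-filter barcode alone held 94 chloroplast UMIs. The most abundant was atpF, a subunit of the chloroplast ATP synthase, with 2248 and 343 UMIs and a ratio of 2.58 (2.30 to 2.89). The ratio was 3.81 (3.09 to 4.75) for ndhD of the NDH complex, 1.21 (1.04 to 1.41) for the ATP synthase gene atpH and 2.92 (2.05 to 4.28) for ycf3, which helps to assemble photosystem I. Without atpF, the ratio of the chloroplast shares was 2.02 (1.83 to 2.23). The barcode with the highest percentage of chloroplast transcripts stood at 1.16% in the double-filter and at 0.753% in the single-filter library. From fewer chloroplast transcripts, more transcripts and genes per nucleus and fewer nuclei lost to its filters, the paper concludes that the protocol has the potential to improve leaf datasets. Apart from these, it reports more reads aligned to the genome and, from other sorts, fewer chloroplasts counted and lower atpA and psbA by PCR.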

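Above a chloroplast percentage of 0.5% lay 9 of 1879 barcodes with the double filter, 0.479% (exact Clopper-Pearson interval 0.219% to 0.907%), and 3 of 2540 barcodes with the single filter, 0.118% (0.0244% to 0.345%). Above 0.2% lay 88 and 62 barcodes, or 4.68% (3.77% to 5.74%) and 2.44% (1.88% to 3.12%). At 0.1%, the numbers were 244 and 249 barcodes, or 13.0% (11.5% to 14.6%) and 9.80% (8.67% to 11.0%). Above 1% lay 1 barcode with the double filter and 0 with the single filter, where the exact interval reaches up to 0.145%. Chloroplast genes were taken by their identifiers in these counts, in which the name pattern of the methods does not occur. When mitochondrial genes were added to them, the order of the libraries turned, with 57 barcodes (3.03%) above 0.5% in the double-filter and 114 (4.49%) in the single-filter library.

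**Figure D2:**
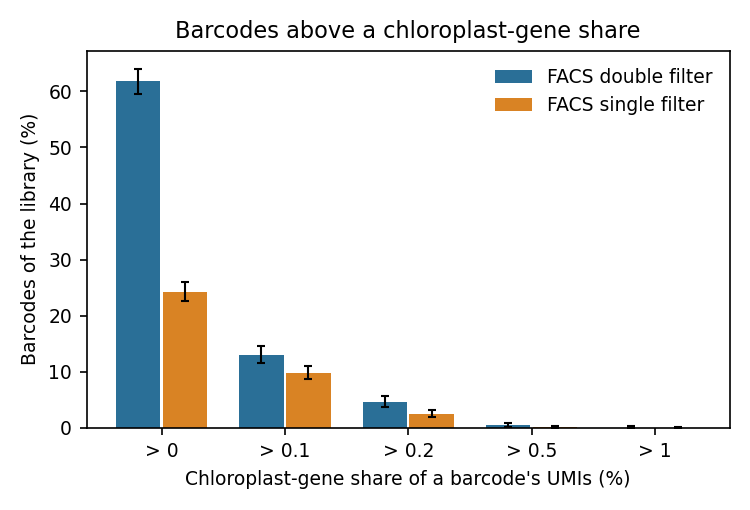
Percentage of the barcodes of each library (vertical axis) whose chloroplast genes take more than 0%, 0.1%, 0.2%, 0.5% or 1% of their UMIs (horizontal axis). Bars are shares of all barcodes and error bars exact 95% intervals for counting error, and the bars at 0.5% stand for 9 and 3 barcodes.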

After applying the threshold, 479 barcodes (which corresponds to 19% of the total number of barcodes) were removed from the dataset in the sample generated using the double filter strategy, whereas 844 barcodes (which corresponds to 33% of the total number of barcodes) were removed from the dataset of the sample prepared with the single filter strategy.

**Fig 4:**
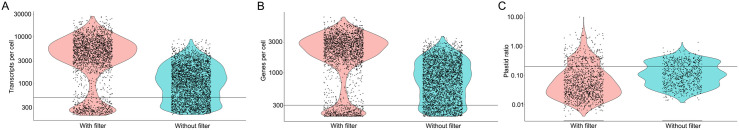
Comparison of standard quality control metrics. (A) Number of transcripts per cell identified for both libraries generated with and without the removal of chloroplast contamination. (B) Number of genes identified per cell for both libraries generated with and without the removal of chloroplast contamination. (C) Percentage of chloroplast-encoded genes per cell for both libraries generated with and without removal of chloroplast contamination.

In addition to determining quality metrics, we also performed clustering analysis and cell type identification to determine if our strategy induced any bias in the cell types recovered compared to the previous study. To identify cell types, we used cell-type-specific markers (S1 Table and S2 Fig). 

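A marker is said to lead a cluster where, among the 14 markers of S1 Table, it stands highest over the UMIs expected from its mean level. Clusters 0, 2, 3 and 10 were led by the 3 mesophyll markers and clusters 4 and 7 by the 3 bundle sheath markers, and they are called mesophyll-like and bundle-sheath-like. Among all genes with at least 50 UMIs in a cluster, the 10 with the largest fold held S1 Table markers only in cluster 12. PEPC1 (Zm00001eb383680), the enzyme that first fixes carbon in C4 leaves, had a level of 3437 CPM, its UMIs scaled to equal totals of nuclear UMIs (exact Poisson interval 3386 to 3488) in mesophyll-like nuclei with the double filter and 779.9 (748 to 813) with the single filter. In the clusters led by epidermis markers, which should lack it, PEPC1 stood at 574 and 115. CAH1 (Zm00001eb158810), a carbonic anhydrase, had 4469 and 3625 CPM in mesophyll-like nuclei, which lie mostly in different clusters in each library, beside 489 and 182 in the epidermis marker clusters. Within the mesophyll-like clusters, CAH1 was higher with the double filter only in cluster 10, lower in clusters 0 and 2 and nearly equal in cluster 3. In bundle-sheath-like nuclei, ME3 (Zm00001eb121470), the malic enzyme that releases carbon dioxide there, had 4019 (3921 to 4119) and 3142 (2930 to 3364) CPM, beside 110 and 35.1 in mesophyll-like nuclei. SSU1 (Zm00001eb197410) and SSU2 (Zm00001eb092540) encode the small subunit of Rubisco. SSU1 had 1281 and 161 CPM in bundle-sheath-like nuclei and SSU2 had 2008 and 991, beside 52.8 and 4.56 for SSU1 and 88.2 and 37.2 for SSU2 in mesophyll-like nuclei. The other classes rest on 2 markers each, so their clusters are given by number. SLAC1, an anion channel of guard cells, and FAMA led cluster 12, SWEET1b and KCH1 led cluster 5, VT2 and HB75 led clusters 1 and 8, and GLK53 and LIMTF13 led cluster 9. LIMTF13 led cluster 6 too, where GLK53 was above its mean level and below VT2. HB75 was higher in cluster 5 than in clusters 1 and 8, with 183 against 84.7 CPM with the double filter. VT2 was higher in clusters 6 and 9 than in clusters 1 and 8 with the double filter only, with 264 against 175, beside 4.17 against 89.8 with the single filter.

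**Figure D3:**
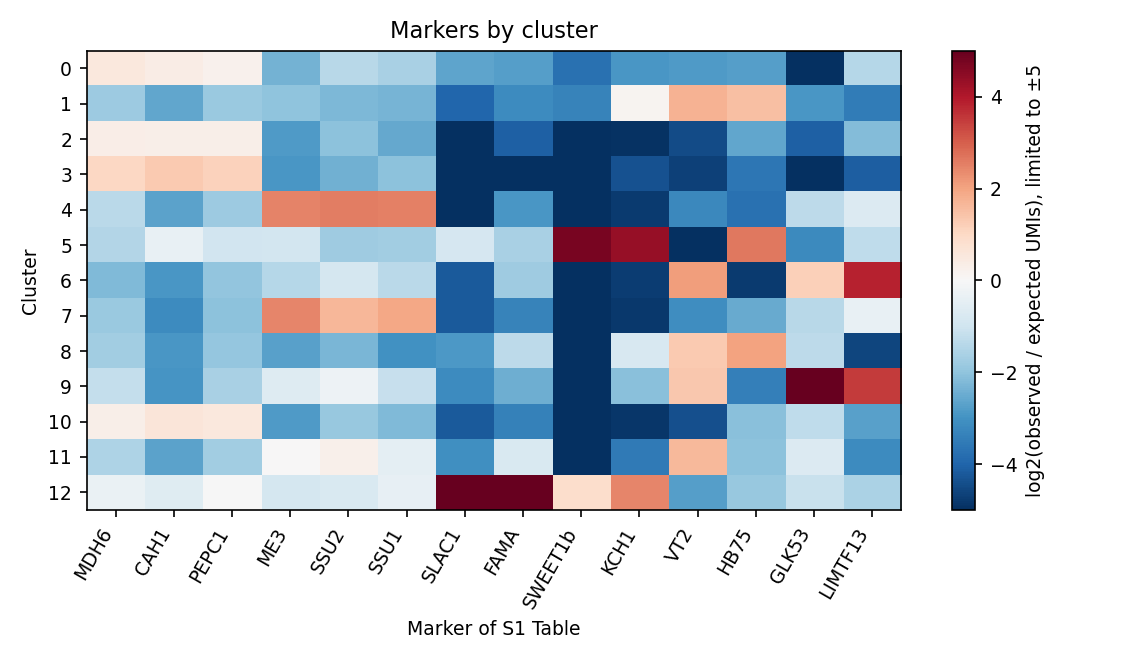
UMIs of each S1 Table marker (horizontal axis) in each cluster (vertical axis) over the UMIs it would have at the mean level of each library, as a log2 ratio in colour, limited to a range of -5 to 5. In cluster 0 the 3 mesophyll markers MDH6, CAH1 and PEPC1 reach log2 ratios of 0.54, 0.37 and 0.22, and SLAC1 reaches 7.20 in cluster 12.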

We observed similar clustering results between both libraries, and we were able to confidently identify most of the known cell types for leaf tissue (Fig 5). 

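Clusters with high levels of the markers of each of the 6 classes of S1 Table held nuclei of both libraries. The 1782 nuclei of the double-filter library and 2430 of the single-filter library that pass the filters were integrated and fell into 13 clusters at 30 components and a resolution of 0.5. The paper's own clusters hold 1709 and 2380 nuclei, and classes named here from its markers can differ from its classes. Its cluster numbers are not those used here. Each cluster had nuclei of both libraries, and in 1 of them, cluster 0, over 90% of the nuclei came from the single-filter library. Cluster 11, with 2.08% of the double-filter and 1.56% of the single-filter nuclei, was left without a class because no class had all of its markers above the mean level there, a rule set after the clusters were seen. Nuclei with the double filter had more UMIs in all 13 clusters, with a ratio of means from 1.56 in cluster 0 to 4.53 in cluster 4. Nuclei that Scrublet called doublets, 29 with the double filter (1.63%) and 5 with the single filter (0.206%), were kept. When the libraries were merged without integration, 14 of 17 clusters had over 90% of their nuclei from 1 library.

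**Figure D4:**
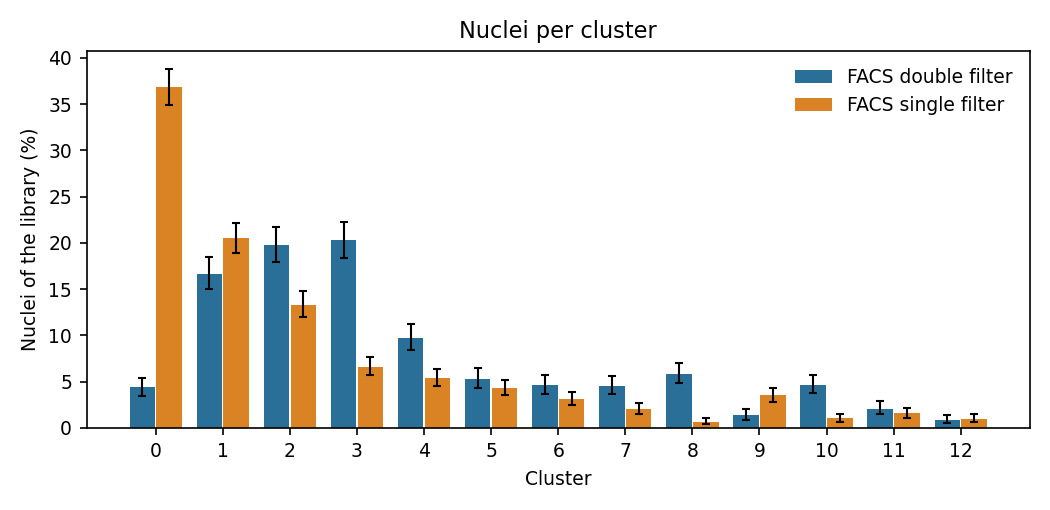
Percentage of the nuclei of each library (vertical axis) in each of the 13 clusters (horizontal axis), with exact 95% intervals for counting error. Cluster 11, without a class, holds 2.08% and 1.56% of the nuclei.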

Upon determining the percentage of cells corresponding to each cell type, we observed differences in the number of cells corresponding to the mesophyll and bundle sheath cells (Tables 2 and S3). 

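Mesophyll-like nuclei, named from the malate dehydrogenase MDH6, CAH1 and PEPC1, were 874 with the double filter, 49.0% of the nuclei (exact Clopper-Pearson interval 46.7% to 51.4%), and 1406 with the single filter, 57.9% (55.9% to 59.8%). The difference between the libraries was -8.81 percentage points (-11.9 to -5.73). Different mesophyll-like clusters held most of them. Clusters 2 and 3 held 19.8% and 20.3% of all nuclei with the double filter and 13.3% and 6.63% with the single filter, where cluster 0 was the largest. Cluster 10 held 4.66% and 1.03%. With the nuclear genes that differ most between the libraries left out of the clustering, an alternative chosen after seeing the data, the shares were 46.1% and 53.7%.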

The percentage of mesophyll cells in the snRNA-seq library generated with the single filter strategy was higher (58%) compared with the one generated with the double filter strategy (50%). On the other hand, the percentage of bundle sheath in the snRNA-seq library generated with the single filter strategy cells was lower (8.6%) compared with the one generated with the double filter strategy (15.2%). 

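Bundle-sheath-like nuclei, in which ME3, SSU1 and SSU2 lead, were 255 with the double filter, 14.3% of the nuclei (exact Clopper-Pearson interval 12.7% to 16.0%), and 180 with the single filter, 7.41% (6.40% to 8.52%). The difference was 6.90 percentage points (4.96 to 8.89). Both bundle-sheath-like clusters had it, with 9.76% against 5.39% of the nuclei in cluster 4 and 4.55% against 2.02% in cluster 7. Bundle-sheath-like nuclei of cluster 4 had a mean of 6409.9 UMIs with the double filter, above the library's mean, and of 1415 UMIs with the single filter, below it.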

The remanding of the cell types showed small variations between both libraries, around 1%.

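Clusters led by epidermis markers were the next most frequent after the mesophyll-like clusters. They held 22.5% of the double-filter and 21.2% of the single-filter nuclei, a difference of 1.31 percentage points (-1.24 to 3.89). Cluster 5, led by the subsidiary cell markers, held 5.27% and 4.32%, a difference of 0.954 (-0.376 to 2.33). Clusters 6 and 9, in which both vasculature markers were above their mean level, held 5.95% and 6.67%, a difference of -0.718 (-2.22 to 0.819). Cluster 12, led by the guard cell markers, held 0.842% and 0.988%, a difference of -0.146 (-0.751 to 0.502). The interval of each of these differences includes 0. Single clusters within them differed more, since cluster 8 held 5.84% and 0.658% of the nuclei and cluster 9 held 1.35% and 3.54%. From the clusters found in both libraries, the paper proposes that the stricter sort may not affect later analysis. For the mesophyll, the paper proposes chloroplasts attached to nuclei or caught in droplets, which the sort might remove. It reasons that such a loss would affect the bundle sheath too, and that plants grown at different times could explain its higher share.

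**Figure D5:**
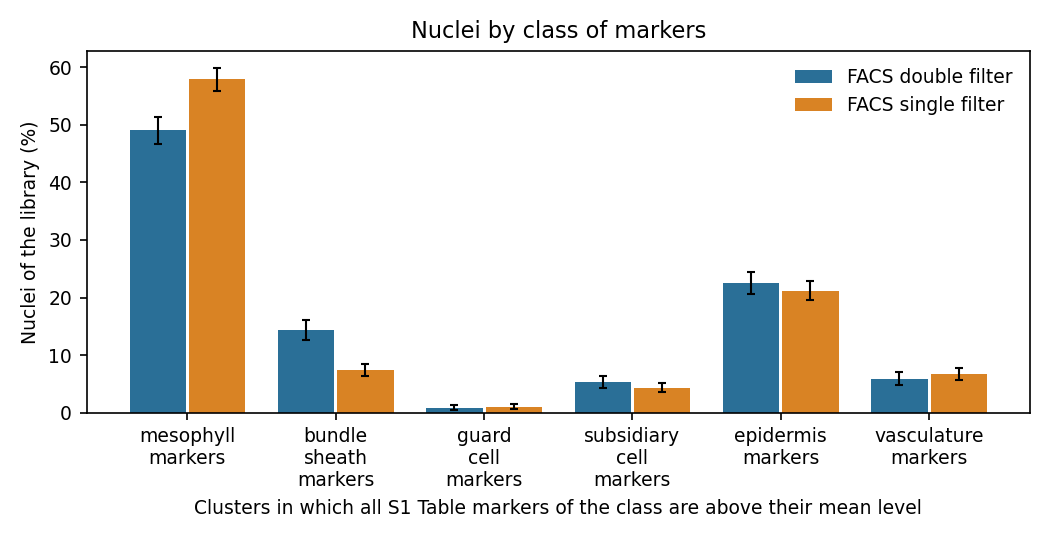
Percentage of the nuclei of each library (vertical axis) in the clusters given to each class by its S1 Table markers (horizontal axis), with exact 95% intervals for counting error. The bars of both libraries stand apart for mesophyll (49.0% and 57.9%) and bundle sheath markers (14.3% and 7.41%).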

**Table 2:** Comparison of cell type composition.

	Mesophyll	Bundle sheath	Subsidiary cells	Guard cells	Vasculature	Epidermis
Double FACS Filter	50%	15.2%	5.3%	0.6%	6%	22.9%
Single FACS Filter	58.4%	8.6%	4.4%	0.9%	6.4%	21.3%

**Fig 5:**
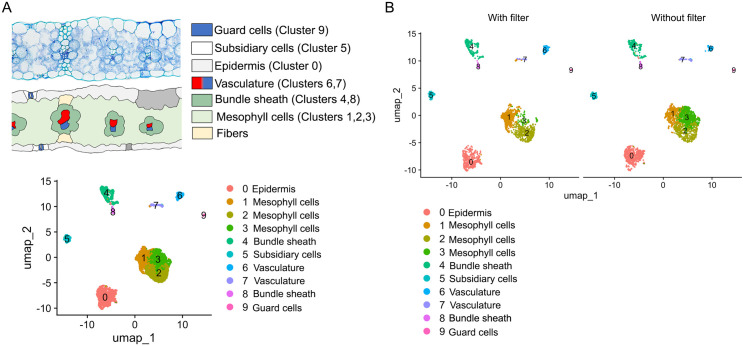
Impact on cell clustering and cell type identification. (A) Cross-section and graphical representation of the different cell types in the maize leaf. UMAP plot showing the clustering of the cells based on their gene expression profiles for (A) integrated data, (B) the library processed with our method of double filter strategy, and (C) the library processed with a previously published method of single filter strategy. Each dot corresponds to a cell, and they are colored based on their cluster identity.

We also observed a significant difference in the number of cells for cluster 3 (which corresponds to mesophyll cells). 

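The mesophyll-like cluster with the largest excess of single-filter nuclei was cluster 0, and the rule that picked it was set after the clusters were seen. It held 78 nuclei of the double-filter library, 4.38% of its nuclei (3.48% to 5.43%), and 896 of the single-filter library, 36.9% (35.0% to 38.8%). With the 824 nuclear genes that lay at least 4-fold apart between the libraries left out, an alternative chosen after seeing the data, the cluster picked by this rule held 53 and 618 nuclei (2.97% and 25.4%). With each nucleus thinned to at most 1000 UMIs before clustering, it held 28 and 613 nuclei (1.57% and 25.2%), and with the libraries merged without integration 15 and 1412 nuclei (0.842% and 58.1%).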

The number of cells is significantly higher in the sample prepared with the single filter strategy (636 cells) compared with the sample generated with the double filter strategy (53 cells). Further analysis showed that the average number of UMIs and the number of genes per cell in cluster 3 also differ significantly. 

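On average, nuclei of cluster 0 had fewer UMIs and genes than those of the other mesophyll-like clusters, most of all with the double filter. Their mean was 2713 UMIs and 1442 genes with the double filter and 1736 UMIs and 1090.4 genes with the single filter. The median of 1689 UMIs with the double filter was 0.339 times the median of all nuclei of its library that pass the filters, and that of 1312 UMIs with the single filter was 0.892 times. Cluster numbers here are not the paper's, whose cluster 3 is its cluster with the excess of single-filter nuclei. In cluster 3 of the numbering used here, led by the same markers, the means with the double filter were 6138 UMIs and 2749 genes. With the single filter they were 2846 UMIs and 1617 genes. When each nucleus was thinned to at most 1000 UMIs before clustering, the mesophyll-like cluster with the largest excess of single-filter nuclei had, in unthinned counts, means of 5229.8 UMIs and 2505 genes with the double filter and 1969 UMIs and 1215 genes with the single filter. Without the nuclear genes at least 4-fold apart, the alternative chosen after seeing the data, its means were 1409 UMIs and 879.8 genes with the double filter and 1255 UMIs and 854 genes with the single filter.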

The snRNA-seq library prepared with the single filter strategy (higher chloroplast contamination) had an average number of UMIs and number of genes per cell of 2,029.53 and 1,261.9, respectively, whereas the snRNA-seq library prepared with the double filter strategy (lower chloroplast contamination) had an average number of UMIs and number of genes per cell of 5,572.83 and 2,492.19, respectively.

To confirm the effectiveness of our method in significantly decreasing chloroplast contamination during nuclei isolation, we isolated nuclei and performed FACS using both the single and double filter strategies separately. We counted the number of nuclei and chloroplasts in both samples (Fig 6A). As expected, the number of chloroplasts was significantly lower in the sample prepared with our protocol. In addition, we extracted the total RNA from the nuclei isolated using the single filter strategy (higher chloroplast contamination) and the double filter strategy (lower chloroplast contamination). To confirm lower chloroplast contamination in the sample prepared with our proposed method, we performed real-time quantitative PCR using primers for two chloroplast-encoded genes (*atpA* and *psbA*). The expression of both genes was significantly lower in the sample prepared with our proposed method (Fig 6B). Together, these results confirm that our proposed method is efficient in decreasing chloroplast contamination during nuclei isolation from tissues with a high presence of chloroplasts.

**Fig 6:**
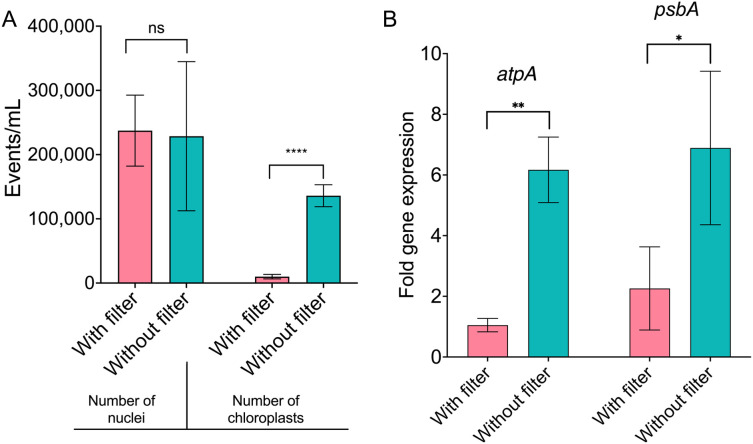
Effectiveness of the proposed method to decrease chloroplast contamination. (A) Counting of the number of nuclei and chloroplasts in samples generated with the double filter strategy (with filter) and single filter strategy (without filter). (B) Relative expression of *atpA* and *psbA.* Relative transcript levels were quantified by RT-qPCR and normalized with the housekeeping genes *EIF1α* and *Ubq7* using the 2^–∆∆Ct^ method. Error bars, SD. Mann-Whitney test was used to determine statistical significance; n = 3. Significance is indicated by asterisks: (*) *P*-value < 0.05; (**) *P*-value < 0.01; (****) *P*-value < 0.0001.

## Discussion

Protocols designed for nuclei isolation in the context of single-cell transcriptomics must carefully consider the unique characteristics of each tissue under investigation to ensure the extraction of high-quality nuclei and maintain overall data quality. Currently, there is a lack of tissue-specific protocols, with the majority being tested in root tissues [9,13,31,32]. These protocols are applicable across various tissues, but their universal nature overlooks tissue-specific differences that can influence the attainment of high-quality nuclei and, consequently, impact the quality of the resulting datasets.

In the present work, we have developed an improved nuclei isolation protocol for leaf tissue and tested it in maize leaves. We incorporated a stringent FACS strategy that accounts for the high presence of chloroplasts in leaf tissue that can interfere with downstream analysis. The presence of plastids in the nuclei suspension can lead to data loss and impact factors such as sequencing quality and library complexity. The presence of chloroplast-encoded genes in the snRNA-seq dataset contributes to the pool of “low quality” potential nuclei, which, in turn, can affect sample size and compromise the statistical robustness of subsequent analyses.

With our protocol, the fraction of reads confidently mapped to the genome increased by almost 14%, an important increase compared to the sample prepared with a previously published protocol [8]. Furthermore, the reads mapped to the transcriptome had a similar increase using our improved double filter strategy. These improvements can directly impact the downstream analysis as increasing them allows for better detection of genes and cell type identification.

By applying the method presented here, we reduced the presence of chloroplast in the sample, although some cells still presented plastid transcripts. 

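No UMI of a chloroplast gene was found in 717 barcodes with the double filter, 38.2% of them, and in 1923 barcodes with the single filter, 75.7%. A nucleus with fewer UMIs is more often without one, so nuclei were also compared at equal depth. With every nucleus thinned to 1000 UMIs, 74.1% (exact Clopper-Pearson interval 72.1% to 76.1%) of the double-filter and 86.8% (85.1% to 88.4%) of the single-filter nuclei had no chloroplast UMI, with 50 and 834 nuclei left out. With 500 UMIs, the shares were 82.0% (80.2% to 83.7%) and 89.5% (88.3% to 90.7%), with 0 and 101 left out. Of the genes of photosynthesis that were amplified by PCR in the study, atpA had a ratio of UMIs per total UMIs, double over single filter, of 4.03 (1.46 to 15.5; 41 and 4 UMIs), and psbA of 0.590 (0.140 to 2.84; 6 and 4 UMIs).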

The portion of cells that have a very low percentage of these transcripts is much greater in the sample that was prepared with the double filter strategy compared to the sample prepared with the single filter strategy. In addition, the transcripts and genes per cell metrics were improved. 

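Filters on UMIs, genes and chloroplast percentage removed a similar part of both libraries. All 3 filters were passed by 94.8% of the barcodes with the double filter and by 95.7% with the single filter, a difference of -0.832 percentage points (-2.17 to 0.458). The double-filter library lost 88 barcodes with 5000 or more genes and 0 with fewer than 500 UMIs, and the single-filter library lost 101 barcodes with fewer than 500 UMIs and 6 with fewer than 250 genes. The filters on UMIs and genes left 1791 and 2433 barcodes, of which the chloroplast filter removed 9 and 3. With a chloroplast threshold of 0.2%, 90.7% and 94.1% of the barcodes passed.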

All these improvements contributed to the fact that after the quality control thresholds were applied, the library created with the double filter strategy lost almost half the number of cells compared to the library prepared with the single filter strategy. These results show the potential of the protocol presented here to improve the quality of the datasets acquired from leaf tissues by effectively reducing the presence of chloroplast contamination and thus contributing to the improvement of sequencing quality. The acquisition of high-quality datasets is of vital importance for the success of snRNA-seq experiments. This holds particular significance when analyzing low-abundance cell types or exploring plant species that are less studied or present heightened challenges in nuclei isolation. In instances where cell numbers are inherently low, any incremental increase in dataset size contributes significantly to enhancing the power of discovery.

To verify that the more stringent protocol is suitable for its application in single-nuclei transcriptomics analysis, we applied the standard Seurat pipeline to both datasets after quality control. The resulting UMAP plots did not show any negative impact attributable to our method, as we observed similar clustering patterns for both datasets and a good resolution of the cellular heterogeneity. In addition, we were able to confidently identify most of the cell types present in maize leaves using cell-type specific markers in both data sets. These results suggest that applying a more stringent nuclei isolation protocol may not impact downstream analysis for leaf tissues, and our protocol would be a viable alternative for the improvement of studies being done in tissues with high content of chloroplasts. Notably, we observed variations in the proportion of cells identified as mesophyll and bundle sheath. In contrast to the sample prepared with a single filter strategy (higher chloroplast contamination), our current method yielded a lower percentage of cells identified as mesophyll and an increased percentage of cells identified as bundle sheath. Both cell types represent the photosynthetically active cells of the leaf and are enriched in chloroplast content, and maize plants were shown to have the same number of chloroplasts in mesophyll and bundle sheath cells [33]. A potential explanation for the discrepancy in the number of mesophyll cells is the incomplete removal of cytoplasm from the nuclei of these cells, leaving more chloroplasts attached to the nuclei. Another explanation could be that chloroplasts, instead of nuclei, were partitioned into droplets with the Gel Bead-In Emulsions (GEMs) during the barcoding step of the 10X Single-cell library preparation. These chloroplasts might be subsequently removed during the initial step of our sorting strategy. However, it is important to acknowledge that the samples were not grown and collected simultaneously, although we controlled for growth conditions, developmental stage, and time of day. Therefore, there could be inherent biological differences between the samples, and the observed variations may not necessarily stem from a bias in our method but rather expected differences between individual plants. This could explain the increase in bundle sheath since if the cause were the removal of cells due to the close association of nuclei with chloroplasts, one would anticipate a similar impact on both mesophyll and bundle sheath cells. Nonetheless, it’s noteworthy that the overall proportions of cell types remain consistent between both samples, with mesophyll cells being the most abundant and guard cells the least present, aligning with our expectations.

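In both libraries the mesophyll-like clusters held the most nuclei, and cluster 12, led by the guard cell markers SLAC1 and FAMA, was the smallest cluster of the integrated libraries, with 15 nuclei with the double filter and 24 with the single filter. With the single filter alone, cluster 8 had fewer nuclei, 16. Clusters led by the epidermis markers held 401 and 515 nuclei. The clusters led by bundle sheath markers came next with the double filter, before clusters 6 and 9 with the vasculature markers (106 nuclei) and cluster 5 with the subsidiary cell markers (94 nuclei). With the single filter the order was the same, with 162 nuclei for vasculature and 105 for subsidiary cell markers.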

Overall, our protocol is an alternative approach to generating good-quality snRNA-seq datasets for leaf tissues. The ability to remove chloroplasts without affecting nuclear integrity allowed us to improve the overall quality of our dataset. We believe this protocol could be of great value for obtaining good-quality datasets from chloroplast-rich tissues in non-model or hard-to-work-with species, where data acquisition is generally harder and there is less room for loss of quality. In addition, this protocol could be incorporated into other single-nuclei technologies like single-cell ATAC-seq.

## Supporting information

S1 Table Cell-type-specific markers for cell type identification of maize leaf snRNA-seq.

S2 Table Primer sequences.

S3 Table Number of cells per cluster for each sample.

S1 Fig Summary of the distribution of the number of genes per nucleus. (A) Histogram of the number of genes per nucleus in the sample prepared with the FACS single-filter strategy (higher chloroplast contamination). (B) Histogram of the number of genes per nucleus in the sample prepared with the FACS double-filter strategy (lower chloroplast contamination). (C) Summary of the quantile summary of the number of genes per nucleus.
(TIFF)

S2 Fig Dot plot of cell-type-specific marker expression per cluster.

S3 Fig Effectiveness of FACS double filtering strategy in removing chloroplast contamination. (A) Dot-plot of PerCP and DAPI positive events. The black dots indicate PerCP-positive particles. (B) Dot-plot of PerCP and DAPI positive events. Orange dots correspond to DAPI-positive events.
(TIFF)

## References

[1] RyuKH, HuangL, KangHM, SchiefelbeinJ. Single-cell RNA sequencing resolves molecular relationships among individual plant cells. Plant Physiol. 2019;179(4):1444–56. doi: 10.1104/pp.18.01482 30718350 PMC6446759

[2] Rodriguez-VillalonA, BradySM. Single cell RNA sequencing and its promise in reconstructing plant vascular cell lineages. Curr Opin Plant Biol. 2019;48:47–56. doi: 10.1016/j.pbi.2019.04.002 31071514

[3] SongQ, AndoA, JiangN, IkedaY, ChenZJ. Single-cell RNA-seq analysis reveals ploidy-dependent and cell-specific transcriptome changes in *Arabidopsis* female gametophytes. Genome Biol. 2020;21(1):178. doi: 10.1186/s13059-020-02094-0 32698836 PMC7375004

[4] PereiraWJ, CondeD, PerronN, SchmidtHW, DervinisC, VenadoRE, et al. Investigating biological nitrogen fixation via single-cell transcriptomics. J Exp Bot. 2025;76(4):931–49. doi: 10.1093/jxb/erae454 39563004 PMC11850973

[5] PereiraWJ, BoydJ, CondeD, TriozziPM, BalmantKM, DervinisC, et al. The single-cell transcriptome program of nodule development cellular lineages in *Medicago truncatula*. Cell Rep. 2024;43(2):113747. doi: 10.1016/j.celrep.2024.113747 38329875

[6] BezrutczykM, ZöllnerNR, KruseCPS, HartwigT, LautweinT, KöhrerK, et al. Evidence for phloem loading via the abaxial bundle sheath cells in maize leaves. Plant Cell. 2021;33(3):531–47. doi: 10.1093/plcell/koaa05533955497 PMC8136869

[7] MarandAP, ChenZ, GallavottiA, SchmitzRJ. A cis-regulatory atlas in maize at single-cell resolution. Cell. 2021;184(11):3041-3055.e21. doi: 10.1016/j.cell.2021.04.01433964211

[8] TurcoGM, Rodriguez-MedinaJ, SiebertS, HanD, Valderrama-GómezMÁ, VahldickH, et al. Molecular mechanisms driving switch behavior in xylem cell differentiation. Cell Rep. 2019;28(2):342-351.e4. doi: 10.1016/j.celrep.2019.06.041 31291572

[9] ThibivilliersS, AndersonD, LibaultM. Isolation of plant root nuclei for single cell RNA sequencing. Curr Protoc Plant Biol. 2020;5(4):e20120. doi: 10.1002/cppb.20120 33034428

[10] DenyerT, TimmermansMCP. Crafting a blueprint for single-cell RNA sequencing. Trends Plant Sci. 2022;27(1):92–103. doi: 10.1016/j.tplants.2021.08.016 34580023

[11] HongR, KogaY, BandyadkaS, LeshchykA, WangY, AkavoorV, et al. Comprehensive generation, visualization, and reporting of quality control metrics for single-cell RNA sequencing data. Nat Commun. 2022;13(1):1688. doi: 10.1038/s41467-022-29212-9 35354805 PMC8967915

[12] HeumosL, SchaarAC, LanceC, LitinetskayaA, DrostF, ZappiaL, et al. Best practices for single-cell analysis across modalities. Nat Rev Genet. 2023;24(8):550–72. doi: 10.1038/s41576-023-00586-w 37002403 PMC10066026

[13] CondeD, TriozziPM, BalmantKM, DotyAL, MirandaM, BoullosaA, et al. A robust method of nuclei isolation for single-cell RNA sequencing of solid tissues from the plant genus Populus. PLoS One. 2021;16(5):e0251149. doi: 10.1371/journal.pone.0251149 33974645 PMC8112699

[14] DoleželJ, GreilhuberJ, SudaJ. Flow cytometry with plants: an overview. In: Flow cytometry with plant cells; 2007. p. 41–65. doi: 10.1002/9783527610921.ch3

[15] GuilfoyleTJ. Isolation and characterization of plant nuclei. Methods Cell Biol. 1995;50:101–12. doi: 10.1016/s0091-679x(08)61025-0 8531787

[16] YoungMD, BehjatiS. SoupX removes ambient RNA contamination from droplet-based single-cell RNA sequencing data. Gigascience. 2020;9(12):giaa151. doi: 10.1093/gigascience/giaa151 33367645 PMC7763177

[17] ChambersDC, CarewAM, LukowskiSW, PowellJE. Transcriptomics and single-cell RNA-sequencing. Respirology. 2019;24(1):29–36. doi: 10.1111/resp.13412 30264869

[18] LutzKA, WangW, ZdepskiA, MichaelTP. Isolation and analysis of high quality nuclear DNA with reduced organellar DNA for plant genome sequencing and resequencing. BMC Biotechnol. 2011;11:54. doi: 10.1186/1472-6750-11-54 21599914 PMC3131251

[19] WatsonJC, ThompsonWF. Purification and restriction endonuclease analysis of plant nuclear DNA. In: Methods in enzymology. Academic Press; 1986. p. 57–75. doi: 10.1016/0076-6879(86)18064-5

[20] OssowskiS, SchneebergerK, ClarkRM, LanzC, WarthmannN, WeigelD. Sequencing of natural strains of Arabidopsis thaliana with short reads. Genome Res. 2008;18(12):2024–33. doi: 10.1101/gr.080200.108 18818371 PMC2593571

[21] WickerT, NarechaniaA, SabotF, SteinJ, VuGTH, GranerA, et al. Low-pass shotgun sequencing of the barley genome facilitates rapid identification of genes, conserved non-coding sequences and novel repeats. BMC Genomics. 2008;9:518. doi: 10.1186/1471-2164-9-518 18976483 PMC2584661

[22] Forsythe ES, Grover CE, Miller ER, Conover JL, Ii MAA, Carolina M, et al. Organellar transcripts dominate the cellular mRNA pool across plants of varying ploidy levels. 2022. 10.1073/pnasPMC933522535858449

[23] ShiC, WangS, XiaE-H, JiangJ-J, ZengF-C, GaoL-Z. Full transcription of the chloroplast genome in photosynthetic eukaryotes. Sci Rep. 2016;6:30135. doi: 10.1038/srep30135 27456469 PMC4960489

[24] SchusterG, SternD. RNA polyadenylation and decay in mitochondria and chloroplasts. Prog Mol Biol Transl Sci. 2009;85:393–422. doi: 10.1016/S0079-6603(08)00810-6 19215778

[25] LangeH, SementFM, CanadayJ, GagliardiD. Polyadenylation-assisted RNA degradation processes in plants. Trends Plant Sci. 2009;14(9):497–504. doi: 10.1016/j.tplants.2009.06.007 19716749

[26] HaoY, StuartT, KowalskiMH, ChoudharyS, HoffmanP, HartmanA, et al. Dictionary learning for integrative, multimodal and scalable single-cell analysis. Nat Biotechnol. 2023;42(2):293–304. doi: 10.1038/s41587-023-01767-y37231261 PMC10928517

[27] SharpeRM, DunnSN, CahoonAB. A plastome primer set for comprehensive quantitative real time RT-PCR analysis of Zea mays: a starter primer set for other Poaceae species. Plant Methods. 2008;4:14. doi: 10.1186/1746-4811-4-14 18518993 PMC2453112

[28] ConesaA, MadrigalP, TarazonaS, Gomez-CabreroD, CerveraA, McPhersonA, et al. A survey of best practices for RNA-seq data analysis. Genome Biol. 2016;17:13. doi: 10.1186/s13059-016-0881-8 26813401 PMC4728800

[29] SchmitzRJ, MarandAP, ZhangX, MosherRA, TurckF, ChenX, et al. Quality control and evaluation of plant epigenomics data. Plant Cell. 2022;34(1):503–13. doi: 10.1093/plcell/koab255 34648025 PMC8773985

[30] KimKH, SederstromJM. Assaying cell cycle status using flow cytometry. Curr Protoc Mol Biol. 2015;111:28.6.1-28.6.11. doi: 10.1002/0471142727.mb2806s111 26131851 PMC4516267

[31] LongY, LiuZ, JiaJ, MoW, FangL, LuD, et al. FlsnRNA-seq: protoplasting-free full-length single-nucleus RNA profiling in plants. Genome Biol. 2021;22(1):66. doi: 10.1186/s13059-021-02288-0 33608047 PMC7893963

[32] MarandAP, ZhangX, NelsonJ, Braga Dos ReisPA, SchmitzRJ. Profiling single-cell chromatin accessibility in plants. STAR Protoc. 2021;2(3):100737. doi: 10.1016/j.xpro.2021.100737 34430912 PMC8365218

[33] LeeM-S, BoydRA, BoatengKA, OrtDR. Exploring 3D leaf anatomical traits for C4 photosynthesis: chloroplast and plasmodesmata pit field size in maize and sugarcane. New Phytol. 2023;239(2):506–17. doi: 10.1111/nph.18956 37194956

# Supplementary material for: An improved nuclei isolation protocol from leaf tissue for single-cell transcriptomics
**Source:** PLoS One. 2025 Sep 10;20(9):e0302118. doi: 10.1371/journal.pone.0302118
**Supplement:** S1 Table

S1 Table - Cell-type-specific markers for cell type identification of maize leaf snRNA-seq.

Gene markers for cell<br>GeneID	Cell type	Gene name
Zm00001eb038930	mesophyll	<i>MDH6</i>
Zm00001eb158810	mesophyll	<i>CAH1</i>
Zm00001eb383680	mesophyll	<i>PEPC1</i>
Zm00001eb121470	bundle sheath	<i>ME3</i>
Zm00001eb092540	bundle sheath	<i>SSU2</i>
Zm00001eb197410	bundle sheath	<i>SSU1</i>
Zm00001eb073420	guard cell	<i>SLAC1</i>
Zm00001eb344960	guard cell	<i>FAMA</i>
Zm00001eb288410	subsidiary cell	<i>SWEET1b</i>
Zm00001eb158420	subsidiary cell	<i>KCH1</i>
Zm00001eb336530	epidermis	<i>VT2</i>
Zm00001eb070050	epidermis	<i>HB75</i>
Zm00001eb233310	Vasculature	<i>GLK53</i>
Zm00001eb397900	Vasculature	<i>LIMTF13</i>

# Supplementary material for: An improved nuclei isolation protocol from leaf tissue for single-cell transcriptomics
**Source:** PLoS One. 2025 Sep 10;20(9):e0302118. doi: 10.1371/journal.pone.0302118
**Supplement:** S2 Table

S2 Table – Primer sequences

**Primer name**	**Sequence**
atpA F2	TCAGAATCAATTGGCAAGG
atpA R2	CCTCTCGTTCCGGTATAAA
psbA F2	ATACCCAGACGGAAACTAA
psbA R2	CGGTCCTTATGAGCTAATTG
EIF1a-F	TGGGCCTACTGGTCTTACTACTGA
EIF1a-R	ACATACCCACGCTTCAGATCCT
UBQ7-F	CAGACTACAACATCCAGAAG
UBQ7-R	TATTAGACGACGACATCCATA

# Supplementary material for: An improved nuclei isolation protocol from leaf tissue for single-cell transcriptomics
**Source:** PLoS One. 2025 Sep 10;20(9):e0302118. doi: 10.1371/journal.pone.0302118
**Supplement:** S3 Table

S3 Table. Number of cells per cluster for each sample

**Cluster**	**With filter**	**Without filter**
0	392	508
1	440	372
2	361	382
3	53	636
4	227	168
5	91	104
6	76	80
7	26	73
8	33	36
9	10	21
**Total**	**1709**	**2380**

How the deposited data were processed for this re-analysis (not part of the article)

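Maize leaf nuclei sorted with a single filter (DAPI) and with a double filter (DAPI after removal of autofluorescent particles) were compared, with 1 library per sort. The authors deposited UMI counts per gene and barcode, made with Cell Ranger 7 as named in the methods and in the submitters' processing notes, for the barcodes that this program called as cells. The counts are whole numbers and not normalized. The reference they used was the B73 genome with the chloroplast and mitochondrial genomes added. The deposited counts of the single-filter library belong to its 2 sequencing runs together. The submitters' extraction text describes the double filter for every sample, and the sorts were taken from the titles and the paper. Read alignment, microscopy and PCR values of the paper were not analysed here, since the counts do not hold them.

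UMIs and genes per nucleus, genes detected and chloroplast percentages were computed over all barcodes in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The filters of the methods (at least 500 UMIs, 250 to 4999 genes and at most 0.5% chloroplast UMIs) gave the nuclei used for clusters and expression. Chloroplast genes (157 in the feature list, 37 with a UMI) and mitochondrial genes (208, 41 with a UMI) were taken by the gene identifiers of these genomes, and all of them were found by locus tag in RefSeq's annotation of B73, where some, such as ZemaCr119, have the locus tag in place of a symbol. Features of no assigned genome held 5 UMIs in each library. The identifiers of nuclear genes are paired with names only for the 14 markers of S1 Table. The added marker symbols, the lists of nuclear genes planned for light harvesting, photosystems, the Calvin cycle, ribosomes, heat shock, jasmonate and dividing cells, and the reference genes of the PCR could not be tied to identifiers and were not run.

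Clusters were made in R 4.3.3 with Seurat 5.3.0 (2000 variable features, canonical correlation anchors, 30 components, resolution 0.5), where the study used another version of Seurat and does not name its way of integration in its text. Doublets were called with Scrublet in scanpy 1.11.5 and kept, and clustering without them was an alternative. A cluster took the class whose S1 Table markers all had more UMIs than expected from the mean level of each library, and the one with the highest mean where several did. The markers were fixed before the data were examined, and this scoring rule and the rule that picks the mesophyll-like cluster with the largest excess of single-filter nuclei (at least 100 nuclei, highest ratio of shares) were set after the clusters were seen. Only classes with at least 3 markers were named.

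Expression is given as CPM, summed UMIs scaled to equal totals of nuclear UMIs, or of all UMIs for chloroplast and mitochondrial genes. Shares have exact Clopper-Pearson intervals, levels exact Poisson intervals, ratios conditional exact intervals and differences of shares square-and-add intervals, at 95%, all for counting error only. Intervals of UMI counts take each UMI as an independent draw. A library with 0 UMIs of a gene was set to 3 UMIs to give a bound. Named genes were chosen by a rule fixed before the data were examined, with every gene the study names, the 10 largest and the 10 smallest ratios among nuclear genes with at least 200 UMIs in both libraries together, the 10 chloroplast genes with the most UMIs, the 5 genes with the most UMIs of each library and the genes with the largest fold in each cluster. Of genes without a name, 2 that were higher with each sort are given by identifier. For each gene list with members of at least 10 UMIs, the median log2 ratio (with 0.5 UMIs added) was set among 10000 random lists of nuclear genes of similar expression. Figures were drawn with matplotlib 3.10.9.

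The code of the steps was tested on simulated counts with the means and totals of these libraries. Of the exact ratio intervals of 21247 simulated genes, 95.98% held the true ratio. Of 100 genes changed 2-fold, 99% were recovered within 0.5 on the log2 scale, and of 100 changed 4-fold, 100%. Simulated nuclei that differed only in depth had a ratio of genes per nucleus of 2.97 before and of 0.9995 after thinning to 1000 UMIs. Gene counts were drawn from the Poisson model that the intervals assume, and nuclei of both depths from the same mean profile, so these outcomes were set in advance. They do not show how the intervals hold where UMIs gather in some nuclei.

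The alternatives covered the barcodes used, the mean or median, thinning to equal depth, the definition of a detected gene, the chloroplast threshold, resolution, components, integration, doublets, the genes used for clustering, the scaling of expression and the minimum of UMIs. All but the clustering without nuclear genes at least 4-fold apart between the libraries were chosen before the data were examined.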

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

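Of the tests in this part, only the following were chosen before their result was seen. They are the clustering without organelle genes and the weighting of the 20 genes by clusters. That the chloroplast ratio would also be taken over nuclei that pass the filters was fixed before the data were examined. Its use to weigh a few rich barcodes as the explanation was set after the data were seen. A test on PEPC1 and SSU1 was set aside for the one on the 20 genes after its values were seen.

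The paper does not analyse mitochondrial transcripts, and they were found above the limit that a count of 0 allows, as 0.0723% of the UMIs in the double-filter library (8422 UMIs) and 0.0783% in the single-filter library (3584 UMIs). Their ratio between the libraries was 0.924 (0.888 to 0.961), and rrn26 alone had 6054 and 2561 of these UMIs.

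Chloroplast genes took a larger share of the counted UMIs with the double filter than with the single filter. The paper's PCR of atpA and psbA and its chloroplast counts, from other sorts, go the other way, and they are other measures than counted UMIs. In these counts, psbA has too few UMIs to show a direction (ratio 0.590, 0.140 to 2.84). A few barcodes rich in chloroplast UMIs are argued against, since the ratio was 2.20 (2.03 to 2.38) over the nuclei that pass the filters. Labels swapped between the counts and the paper are argued against by the mean UMIs of the nuclei that pass the filters in the library labelled double filter, which is 0.994 times the paper's double-filter mean, and so is a different mix of clusters, since weighting the clusters as in the single-filter library gave 2.36 and the share was higher in 13 of 13 clusters. A test without atpF, the most abundant gene, was run first and was replaced by the one on labels after its ratio of 2.02 was seen. A difference between these sorts or between their plants may underlie the pattern, as a hypothesis that 1 library per sort leaves open. The pattern is of counted UMIs only. Whether the unmapped single-filter reads that the paper traced to chloroplast genes are among them is not given.

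Cluster 0 held mostly single-filter nuclei. Depth per nucleus is argued against as the whole cause of the excess of single-filter nuclei. Among nuclei with at least 1000 UMIs, all thinned to 1000, the mesophyll-like cluster with the largest excess held 28 of 1732 and 456 of 1706. The ratio of shares was 16.5 (11.3 to 25.2), and the cluster was picked for the highest ratio, which the interval does not cover. Of cluster 0, 53 double-filter and 564 single-filter nuclei had at least 1000 UMIs, and 23 and 437 of them were in the cluster picked. The low UMIs of the double-filter nuclei in cluster 0 are left open, since depth can have a part in them: the double-filter nuclei of the cluster found after thinning had a mean of 5229.8 UMIs in unthinned counts, and those of the cluster found without genes at least 4-fold apart 1409 UMIs. Chloroplast and mitochondrial genes are argued against as the genes that set the cluster apart, since clustering without them gave a ratio of 9.00 (7.09 to 11.6; 73 and 896 nuclei, 70 and 878 from cluster 0). Chloroplast genes took only 0.0463% and 0.0208% of the UMIs in cluster 0, so this covers their part in the clustering only. The ratio of 8.42 in the clusters reported cannot be told apart from a difference between the libraries that is not the sort, because there is 1 library per sort, and the removal of nuclei with attached chloroplasts, which the paper proposes, was not tested.

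The 20 nuclear genes with the largest and smallest ratios were nearly absent from 1 of the libraries. Zm00001eb315640 had 3662 UMIs with the double and 1 with the single filter, Zm00001eb119280 had 1759 and 4, Zm00001eb231210 had 1 and 7328, and Zm00001eb347820 had 11 and 2353. A few rich nuclei are argued against, since the 10 richest nuclei held over 50% of the UMIs in only 2 of the 20 genes, and a different mix of these clusters is argued against as the whole cause, since the share of UMIs of a cluster differed at most 16.4-fold between the libraries and the lowest fold of the 20 genes was 32.1. After weighting the double-filter UMIs by clusters, 20 genes stayed at least 10-fold apart, with 17.9 as the lowest fold. This count was in large part fixed in advance, since genes far above the 16.4-fold limit could not fall under 10-fold. The 2 genes without double-filter UMIs could not move at all. The median fold of 211 cannot be told apart from a difference between plants grown and collected at different times, which the paper reports, because there is 1 library per sort.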

How the results depend on the processing

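All alternatives in this part were chosen before the data were examined, except the clustering without nuclear genes at least 4-fold apart. No paired analysis was possible because there is 1 library per sort.

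The mesophyll-like share was lower and the bundle-sheath-like share higher with the double filter in all 18 values under alternatives. The ratio of UMIs per nucleus was 3.03 over barcodes within the UMI and gene limits and 3.03 over all filters, and 3.69 for medians. That of genes per nucleus was 2.26 and 2.26 over these nuclei and 2.70 for medians. It was 1.02 and 1.01 after thinning to 500 and 1000 UMIs, which made depth equal and left out shallower nuclei, and the part of each was not tested. The difference in genes detected was 23 at equal totals, through the number of UMIs, whose source was not tested. It was 123 where barcodes and totals were both made equal and 2737 at 10 barcodes, and the part of each choice in these was not tested. The difference in barcodes above the chloroplast threshold was 2.24 percentage points at 0.2% and turned to -1.45 with mitochondrial genes added, the ratio of chloroplast shares was 1.81 for the mean of barcodes, and the difference in barcodes passing was -3.39 at 0.2%; the cause was not tested.

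Median log2 ratios were also taken within mesophyll-like nuclei alone, where markers of other classes had at most 4.39% of their CPM in the clusters of their own class. They were 0.51 for mesophyll, 1.64 for bundle sheath and 1.03 for epidermis markers, and that for subsidiary cell markers reversed to -0.80. Of the vasculature markers only LIMTF13 was measured there, with -2.88 from 4 and 18 UMIs. The values were 1.02 for photosystem I (1 gene), 0.66 for photosystem II (1 gene), 0.58 for ATP synthase (2 genes), 2.60 for NDH (2 genes) and 1.05 for all chloroplast genes (8 genes). That for mitochondrial genes (8 genes) reversed to 0.33. With a minimum of 50 UMIs, 2 genes were left for ATP synthase, 1 for NDH and 6 for all chloroplast genes. Through the genes left out, the medians moved to 0.76, 1.96 and 1.48. Within mesophyll-like nuclei the cause was not tested. Of 117 values for 39 single genes under alternatives, 115 lay on the same side of 1 as the reported ratio, and the other 2, of rps16 and psbA, belong to ratios whose interval includes 1. Lists without a measured gene under an alternative have no value there.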

Differences from the paper's values

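The paper reports 16886 genes detected with the double filter, where 26122 were found here, and the paper reports 12607 with the single filter, where 24346 were found. The paper's text gives no definition of a detected gene. Of the alternatives chosen before the data were examined, the double-filter number fell within 1.5 times of the paper's with genes in at least 3 barcodes (23071), in at least 10 barcodes (20160), at equal totals (24369) and at equal barcodes and totals (23779), and not over the nuclei that pass the filters (25820). The single-filter number did so only with genes in at least 10 barcodes (17423).

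The paper reports 479 barcodes above a chloroplast percentage of 0.5% with the double filter and 844 with the single filter, where 9 and 3 were found, and the paper's percentages are 19% and 33%, where 0.479% and 0.118% were found. The paper took chloroplast genes by a name pattern, Zmcp, that no feature of these counts carries. The paper's figure shows barcodes under about 500 UMIs, read by eye, where the double-filter counts begin at 509. The paper's values can thus rest on other genes and barcodes. Another set of barcodes does not settle the single-filter values, since the paper's clusters hold 2380 nuclei of that library. That is more than the removal of 844 barcodes, as 33% of the total, would leave. No alternative chosen before the data were examined (thresholds of 0.2% and 1%, barcodes within the UMI and gene limits, thinning to 1000 UMIs, mitochondrial genes added) came within 1.5 times of the paper's values.

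For the mesophyll cluster held mostly by the single-filter library, the paper reports a mean of 5572.83 UMIs and 2492.19 genes with the double filter, where 2713 UMIs and 1442 genes were found. Thinning each nucleus to at most 1000 UMIs before clustering gave 5229.8 UMIs and 2505 genes, within 1.5 times of the paper's, but it took the double-filter nuclei of the cluster to 28, where the paper reports 53 and the clusters reported here have 78. The genes with 20 components (1673) were within 1.5 times too. The other alternatives did not, which are the other resolutions, the merged libraries, removal of doublets, no chloroplast filter and no organelle genes, and, for the UMIs, 20 components.

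The paper states that fewer barcodes lay above the chloroplast threshold with the double filter, and here the share was 0.479% with the double and 0.118% with the single filter, though with mitochondrial genes added it was 3.03% and 4.49%. It states that more nuclei with the double filter had a very low percentage of chloroplast transcripts, and its text sets no limit for that. Here 87.0% of the double-filter and 90.2% of the single-filter barcodes lay at or below 0.1%. At 1000 UMIs each, with 50 and 834 shallower nuclei left out, 74.1% and 86.8% had no chloroplast UMI. It states that far fewer nuclei were lost to the filters with the double filter, and here 94.8% and 95.7% passed. It states higher numbers of genes and UMIs per nucleus with the double filter, a lower share of mesophyll and a higher share of bundle sheath nuclei, and the values here go the same way.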

Other observations

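No test in this part was run to weigh an explanation, and the gene lists were fixed before the data were examined.

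The 3 bundle sheath markers were higher in CPM in the double-filter library, with a median log2 ratio of 2.13, at percentile 99.4 of random lists of similar expression. SSU1 had a ratio of 18.7 (14.5 to 24.5), SSU2 of 4.37 (3.95 to 4.84) and ME3 of 3.25 (3.05 to 3.46). Within bundle-sheath-like nuclei alone, the ratios were 7.94 (5.85 to 11.0), 2.03 (1.78 to 2.31) and 1.28 (1.19 to 1.38). The mesophyll markers had a median of 0.36 (percentile 73.4), with a ratio of 3.72 (3.57 to 3.88) for PEPC1, 1.28 (1.18 to 1.40) for MDH6 and 1.07 (1.05 to 1.09) for CAH1. Within mesophyll-like nuclei alone, which lie mostly in different clusters in each library, the ratio was 4.41 (4.22 to 4.61) for PEPC1 and 1.43 (1.30 to 1.57) for MDH6, and both were higher with the double filter in each of clusters 0, 2, 3 and 10. Among these clusters, CAH1 was higher with the double filter only in cluster 10 (4007 against 2253 CPM). It had 2769.5 against 3157 in cluster 0, 2996 against 3161 in cluster 2 and 6175 against 6179 in cluster 3. The 11181 nuclear genes with at least 200 UMIs had a median log2 ratio of 0.09.

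Of the other marker lists, the medians were 1.31 for subsidiary cells (percentile 94.7), 1.38 for epidermis (95.8), -0.13 for guard cells (26.2) and -1.06 for vasculature (3.98). The vasculature markers parted, with a ratio of 0.187 (0.125 to 0.274) for GLK53 and 1.23 (0.912 to 1.67) for LIMTF13. Nearly all UMIs of GLK53 in the single-filter library, 90 of 94, were in cluster 9, where mitochondrial transcripts were 0.695% of the UMIs with the single and 0.209% with the double filter.

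Of 157 chloroplast genes, 12 had at least 10 UMIs, and their median log2 ratio was 1.17 (percentile 98.6), with 11 of them above 0. The NDH genes ndhA and ndhD had a median of 2.26 (percentile 95.6), 3 ATP synthase genes of 1.33 (94.8), 2 cytochrome b6f genes of 0.62 (56.6), 2 photosystem II genes of 0.19 (26.1), the photosystem I gene psaJ of 1.79 (84.6) and the ribosomal gene rps16 of 0.22 (48.9). No gene of Rubisco, the RNA polymerase, ribosomal RNA or transfer RNA of the chloroplast had 10 UMIs. Of 208 mitochondrial genes, 15 had at least 10 UMIs, with a median of -0.05 (percentile 19.2).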
